A study of Homo sapiens with 6 samples. Its data were reported in "Cytoplasmic LMO2-LDB1 Complex Activates STAT3 Signaling through Interaction with gp130-JAK in Glioma Stem Cells" (2022).

How the data were processed

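The study sequenced total RNA of U87MG, an established human glioblastoma cell line, after infection with a control lentivirus (U87MG-control, 3 libraries) or with a lentivirus carrying LMO2 (U87MG-LMO2, 3 libraries). Per the labels, both infections lasted 24 h, and the libraries were made and sequenced by a service company. The labels put each library in its group and give it a replicate number, and they name no batch.

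For each library the authors deposited a table with 1 line per gene, which gives the Entrez gene ID, an expected count and an FPKM value. The expected counts that the authors deposited are estimates of reads per gene that are not normalized and need not be whole, in the layout that RSEM writes. The FPKM values that the authors deposited are scaled to gene length and to the number of mapped reads, and rounded to 2 decimals. The aligner, the counting program, the versions and the genome build are not stated, so no coordinates are given. Genes with no reads have no line and were taken as 0 counts. Per the file headers, the authors' deposited table of the comparison holds the mean FPKM of each group, the log2 ratio of the means and a probability of a difference between 0 and 1. It was compared with the library tables: all 27257 genes had the mean of U87MG-control, with 0.01 in place of missing values, and 27125 had the mean of U87MG-LMO2.

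The remaining 132 genes did not match because the table of U87MG-LMO2 replicate 3 was damaged. It had 3 unreadable or shortened lines, and 127 of the 132 genes had no line in it. When replicate 3 was taken as the wrong library, no implied value was negative, whereas 3 implied values were negative for either of the other U87MG-LMO2 libraries. The 132 genes held 0.35% of the counts of U87MG-control and were left out of all tests. Their replicate 3 values were recovered from the authors' mean only for the closing observations. Gene symbols were taken from a RefSeq gene table of assembly GRCh38.p14 by Entrez gene ID, used for names only, and matched 89.6% of the genes.

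The total expected counts were 11428432, 13537284 and 13086989 for U87MG-control replicates 1 to 3 and 16142024, 14630627 and 17892955 for U87MG-LMO2 replicates 1 to 3. A library with 0 counts of a gene allows up to 3 counts, and folds against a group at or under 3 counts in every library were computed against that floor. This covers counting error only, since reads without molecular identifiers are not independent molecules.

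Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 (filterByExpr, TMM normalization, glmQLFit and glmQLFTest, 2-sided, no block) in R 4.3.3. P values were adjusted by the Benjamini-Hochberg method over the 16092 genes that passed the filter, and genes with an adjusted p under 0.05 were called. Normalised read counts (CPM) were scaled by the TMM-adjusted library sizes. Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01), adjusted over 7 lists, with fry beside it. The lists of STAT3 targets and of IL6-JAK-STAT3 pathway genes and 5 comparison lists (interferon, proliferation, BMP-SMAD, YAP-TEAD and hypoxia) were written from general knowledge before the data were examined. The signature that the study tested is not used here. The genes named were fixed by the same time: LMO2, a panel of 9 genes that the study followed, 9 genes that the study picked from these libraries, and, of the other genes with an adjusted p under 0.05, over 2-fold change, a mean of at least 1 CPM and groups that did not overlap, the 6 highest and the 6 lowest. Genes named outside that rule are marked as chosen after their values were seen.

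Alternatives set before the data were examined were DESeq2 1.42.0, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), the replicate number as a block, leaving out each library in turn, glmTreat against a 2-fold change and the authors' probability over 0.7 and over 0.8. For the lists they were camera with an estimated correlation, fry, log2(FPKM + 1), the stricter filter, the block and leaving out each library. Corrections for GC content and gene length, damaged genes set to 0, and fgsea 1.28.0 were added after seeing the data. GC content came from GENCODE v29 transcripts and was known for 89.9% of the tested genes. Each library's trend was removed with a lowess fit (span 0.3) that did not use the groups.

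The tests were tested on simulated data with the means and sizes of these libraries, 16092 genes and 200 changed genes. The edgeR test recovered 83% of the changed genes and 96% of those changed 4-fold, and 4.05% of its calls were false. DESeq2 recovered 86% with 14.9% false calls. limma on log2(FPKM + 1) recovered 78.5%, with a slope of estimated on true log2 fold change of 0.735. With a GC trend added to 1 group, 78.4% of the edgeR calls were false, and 12.2% after the GC correction. camera gave a p of 3.98e-25 for a simulated list of 39 raised genes and 0.998 for 39 unchanged genes. Those genes were simulated independently, so that run did not test camera on correlated genes. Replicates were compared by a chi-square statistic over genes with a summed count of at least 20. The value per degree of freedom was 2.27 between U87MG-control replicates 2 and 3, 10.8 and 10.2 between these and U87MG-control replicate 1, and from 7.59 to 50.9 among the U87MG-LMO2 libraries. All are above counting noise, so no libraries were merged. Library preparation also adds to counting noise, so this comparison cannot show whether U87MG-control replicates 2 and 3 came from separate cultures.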

Results

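RNA-seq was used to compare U87MG cells infected with a control lentivirus (U87MG-control, n = 3 libraries) and with an LMO2 lentivirus (U87MG-LMO2, n = 3 libraries). U87MG is a glioblastoma line, and LMO2 encodes a LIM-domain adaptor protein. The study asked which genes change when LMO2 is overexpressed, and whether targets of the transcription factor STAT3 are among them. Depth ranged from 11428432 to 13537284 expected counts in U87MG-control and from 14630627 to 17892955 in U87MG-LMO2, so every U87MG-LMO2 library was deeper than every control. No batch is named in the labels. Gene names are followed by Entrez gene IDs.

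LMO2 (4005) was examined first as a check of the labels. It had 7, 11 and 5 counts in the U87MG-control libraries and 5459, 4503 and 14570 counts in the U87MG-LMO2 libraries. The mean normalised read count rose from 0.596 ± 0.213 CPM (SD, n = 3) to 505.9 ± 322 CPM (SD, n = 3). The log2 fold change was 9.70 with an SE of 0.60 and an edgeR adjusted p of 4.13e-04. The 14 alternatives that tested LMO2 kept this call, and the filter of at least 10 counts in every library removed the gene. Of the 14, limma on log2(FPKM + 1) gave the lowest log2 fold change, 7.67. Reads of the vector and of the endogenous gene were counted together. Replicate 3 held the most LMO2, at 877.9 CPM against 333.0 and 307.0 CPM in replicates 1 and 2.

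Of 16092 genes tested, 760 were higher and 443 were lower in U87MG-LMO2 at an edgeR adjusted p under 0.05. Among them, 258 were higher and 106 were lower by more than 2-fold. The groups did not overlap for all 1203 called genes, and for 34.1% of all tested genes, where chance gives 10%. The counts depended on single libraries. Without U87MG-LMO2 replicate 3, 1307 genes were higher and 1102 were lower, and without U87MG-control replicate 3, 102 were higher and 42 were lower. A test against a 2-fold change (glmTreat) called 14 genes higher and 1 lower. In the authors' deposited table, 231 genes were higher and 141 were lower by more than 2-fold at a probability over 0.7. Of these, 126 and 44 were also called here by more than 2-fold in the same direction.

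**Figure D1:**
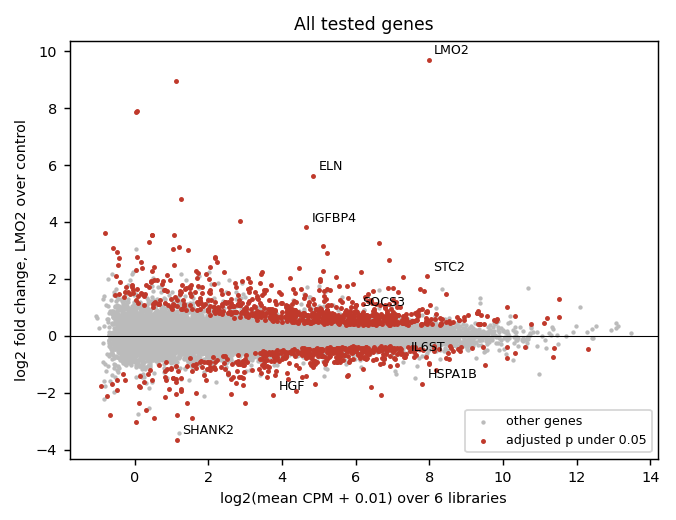
Log2 fold change of U87MG-LMO2 over U87MG-control (y axis) against the log2 of the mean CPM plus 0.01 over 6 libraries (x axis) for each of the 16092 tested genes, with the 1203 genes at an edgeR adjusted p under 0.05 in red. LMO2 is the highest point at 9.70, and the labelled IGFBP4, HGF and HSPA1B were chosen after their values were seen.

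A panel of 9 genes that the study followed was then compared. SOCS3 (9021) rose from 46.5 ± 1.73 to 83.1 ± 15.3 CPM (SD, n = 3), with a log2 fold change of 0.84 (SE 0.14) and an edgeR adjusted p of 0.0130. IL6ST (3572), which encodes gp130, fell from 202.5 ± 35.5 to 121.6 ± 10.6 CPM (SD, n = 3), with a log2 fold change of -0.73 (SE 0.14) and an edgeR adjusted p of 0.0207. SOCS3 lost the call in each of the 3 fits without a U87MG-control library, where its adjusted p was at most 0.0766. Its log2 fold change in these fits was from 0.82 to 0.87. They called from 144 to 179 genes in all, against 1203 with all 6 libraries. IL6ST lost its call in the same fits, without U87MG-LMO2 replicate 1 (0.0909) and after the GC-content correction (0.103). ID1 (3397) was 83.9 ± 53.4 CPM in U87MG-control and 183.0 ± 35.6 CPM in U87MG-LMO2 (SD, n = 3). Its log2 fold change of 1.12 (SE 0.48) did not pass the threshold, with an edgeR adjusted p of 0.186, and none of the 15 refits of these libraries called it. In the authors' deposited table, ID1 had a log2 ratio of 1.09 and a probability of 0.807, which passes a 2-fold change at a probability over 0.7 and over 0.8. U87MG-control replicate 1 held 22.6 CPM of ID1 against 120.5 and 108.5 CPM in replicates 2 and 3, and without it the log2 fold change was 0.67. JAK2 (3717) did not pass either, at -0.43 (adjusted p 0.186). LDB1 (8861), JAK1 (3716), STAT3 (6774), MYC (4609) and NES (10763) had log2 fold changes between -0.11 and 0.02, which were within the spread between replicates, and their adjusted p values were 0.582 or higher. In all, 2 of the 9 genes were called over all genes tested, and 2 were called adjusted over the list alone.

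**Figure D2:**
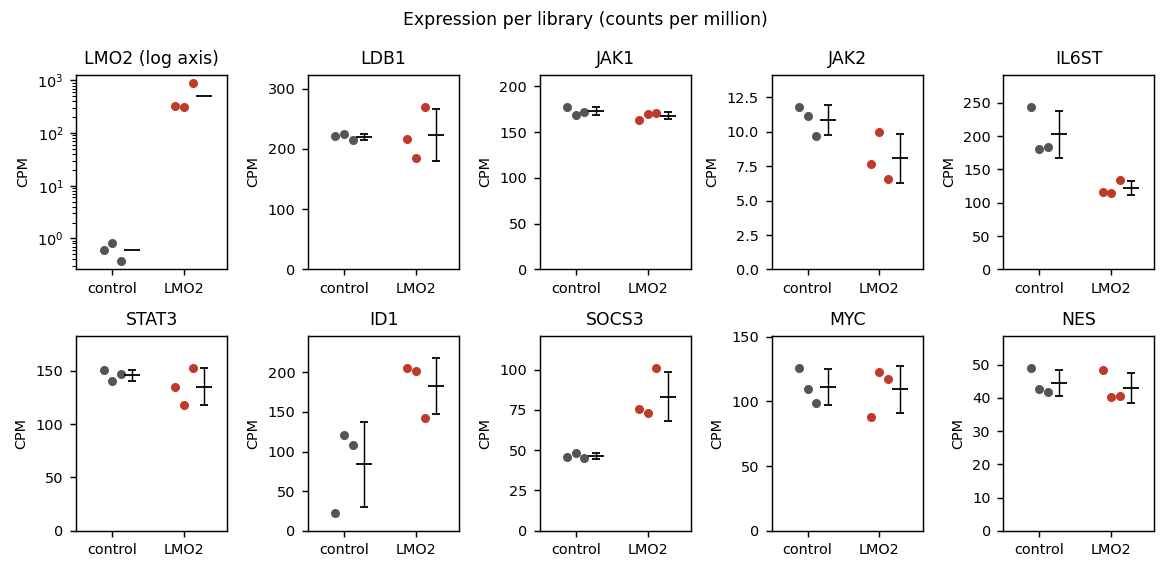
CPM per library (y axis; the LMO2 panel has a log axis) for LMO2 and the 9 panel genes in U87MG-control (grey) and U87MG-LMO2 (red), with the mean as a dash and, except for LMO2, the SD as a bar (n = 3). SOCS3 and ID1 were higher and IL6ST was lower in all U87MG-LMO2 libraries than in all controls, and U87MG-control replicate 1 is low for ID1 at 22.6 CPM.

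The 9 genes that the study picked from these same libraries were all higher in U87MG-LMO2. The edgeR test called 6 over all genes tested and 9 adjusted over the list alone, which is not independent evidence, since the genes were chosen on these data. The called genes were ABCC3 (8714), CRYAB (1410), DLX2 (1746), STC2 (8614), PODXL (5420) and CCN2 (1490), with log2 fold changes from 1.75 for CCN2 to 2.27 for ABCC3. STC2 rose from 93.3 ± 9.31 to 400.7 ± 158 CPM (SD, n = 3), with an edgeR adjusted p of 0.00500. F3 (2152) and GREM1 (26585) had log2 fold changes of 1.37 and 1.32 and adjusted p values of 0.0725 and 0.0591, and ID1 is given above. Without U87MG-control replicate 1, 2 of the 9 were called, and 3 were called without replicate 2 and 3 without replicate 3 of U87MG-control.

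Of the other called genes under the naming rule, the 6 highest by fitted log2 fold change were LOC100132287 (100132287), RIMBP3 (85376), DLX5 (1749), ELN (2006), KRTAP1-5 (83895) and LRRC32 (2615). ELN rose from 1.11 ± 0.550 to 56.6 ± 27.3 CPM (SD, n = 3), with a log2 fold change of 5.62 (SE 0.50) and an edgeR adjusted p of 0.00225. LRRC32 had a log2 fold change of 4.02 and an adjusted p of 0.00303. The other 4 genes had at most 3 counts in every control library. They were at least 16.6-fold (LOC100132287), 7.92-fold (RIMBP3), 7.80-fold (DLX5) and 17.7-fold (KRTAP1-5) higher in U87MG-LMO2. RIMBP3, KRTAP1-5 and LOC100132287 have close copies that may share reads, which was not tested, so their values are uncertain. The 6 lowest were SHANK2 (22941), LOC100128317 (100128317), ARPC4-TTLL3 (100526693), HSPA6 (3310), HSPA1A (3303) and LOC102723996 (102723996), with log2 fold changes from -3.65 for SHANK2 to -2.62 for LOC102723996. All were below 6 CPM on average in U87MG-control. ARPC4-TTLL3 is a readthrough of neighbouring genes, HSPA1A, HSPA6 and LOC102723996 have close copies, and these values are uncertain. RIMBP3, LOC100132287, SHANK2, LOC100128317, ARPC4-TTLL3, HSPA1A and LOC102723996 each lost their call in at least 1 of the 6 fits that left out a library, with adjusted p values up to 0.114.

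The STAT3 question was tested on whole lists. The 37 tested genes of the STAT3 target list had a median log2 fold change of 0.13, and no shift was detected (camera adjusted p 0.430). Of these, 6 were called higher and 3 were called lower. Among all 16092 tested genes 760 were called higher and 443 lower, which is a smaller share, and this excess was not tested. Since camera tests a shift of the whole list in 1 direction, a change of some members or in both directions stays open. The 60 tested genes of the IL6-JAK-STAT3 list had a median of 0.05, and no shift was detected either (camera adjusted p 0.597). Across the alternatives the adjusted p ranged from 0.119 to 0.938 and from 0.197 to 0.938, and the direction of each list turned without U87MG-LMO2 replicate 3.

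Of the 5 comparison lists, camera with the preset correlation called 3. The BMP-SMAD list was higher (17 genes, median log2 fold change 1.12, adjusted p 7.36e-05), as was the YAP-TEAD list (23 genes, median 0.43, adjusted p 0.00135). The interferon list was lower (30 genes, median -0.35, adjusted p 0.00326). The hypoxia and proliferation lists were not called with all 6 libraries (adjusted p 0.194 and 0.252), but each was called in some fits that left out a library. The BMP-SMAD median was also 1.12 with DLX5 at its bound. fgsea, which permutes genes, called the same 3 lists (adjusted p 0.00330 for BMP-SMAD, 0.0108 for YAP-TEAD and 0.00311 for interferon). Under fry, YAP-TEAD alone held (adjusted p 0.00893), and with an estimated correlation none of the 5 did (unadjusted p 0.0231 for YAP-TEAD, the one list under 0.05). With the preset correlation, camera called at least 1 of the 5 lists in each of the 9 splits of the libraries that mixed the groups. Each of these splits kept part of the difference between the groups, so they do not show how often camera calls a list in error. The BMP-SMAD list holds 3 genes that the study picked from these libraries, and the YAP-TEAD list holds 2.

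**Figure D3:**
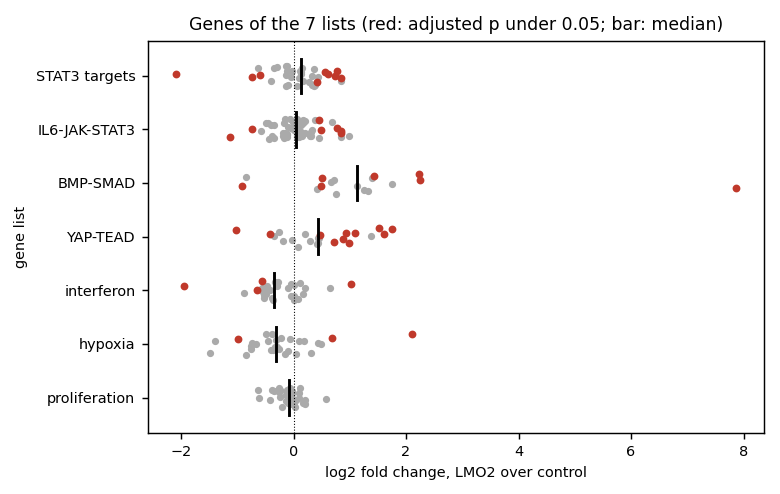
Log2 fold change of U87MG-LMO2 over U87MG-control (x axis) for each tested gene of the 7 lists (y axis), with genes at an edgeR adjusted p under 0.05 in red and the list median as a bar. The medians of the STAT3 lists are at 0.13 and 0.05, and that of the BMP-SMAD list is at 1.12.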

Values the study reported

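The study reported 50 genes as significantly upregulated in U87MG-LMO2 cells, ID1 among them. Its signature was built from genes changed by more than 2-fold at a probability above 0.7, and its gene set enrichment analysis accepted a false discovery rate below 0.25. By that analysis the study reported a STAT3 target signature as enriched in U87MG-LMO2 cells. The members of that signature were not used here, so its enrichment was not tested.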

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

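The checks on GC content and on the intact libraries were fixed before their results were seen, and the genes were picked by their adjusted p.

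The 132 genes with damaged values in U87MG-LMO2 replicate 3 entered no comparison above. Their replicate 3 FPKM was recovered from the authors' mean, and 117 could be tested with limma on log2(FPKM + 1) beside the other genes. Of these, 4 were higher in U87MG-LMO2 than in U87MG-control and 3 were lower at an adjusted p under 0.05. The lower genes were DIRAS3 (log2 fold change -1.01), GEM (-0.80) and PTGIR (-0.66), which kept an adjusted p under 0.05 after the GC-content correction. The higher genes were PTGFRN (log2 fold change 0.77), B4GALT1-AS1 (0.70), HS6ST1 (0.59) and CD99L2 (0.44), on a scale that understates the change of low genes. They drew attention as signal above the controls in values that no comparison used. All 4 genes lay above every control in both intact U87MG-LMO2 libraries, so the rise does not rest on the recovered values alone. The genes were picked with a fit that used these libraries, so this is not an independent test of an error in those values. A GC-content trend as the whole cause is argued against, since 4 of the 4 kept an adjusted p under 0.05 after the correction. A response to LMO2 and a difference between cultures stay open, and reads shared with overlapping genes were not tested for B4GALT1-AS1, which is antisense to its neighbour.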

How the results depend on the processing

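The corrections for GC content and gene length, the damaged genes at 0 and fgsea were chosen after seeing the data.

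LMO2 kept its direction and its call in the 14 alternatives that tested it, with a log2 fold change from 7.67 to 10.0. With the replicate number as a block, 387 genes were higher and 189 were lower. Deviations of same-numbered libraries from their group means correlated at -0.12, -0.00 and -0.04 over genes, so the numbers did not pair the libraries, and the block changed no other call of a named gene or list. DESeq2 called 685 genes lower, and its calls shared 1145 of the 1203 genes. On simulated data DESeq2 made more false calls. limma on log2(FPKM + 1) called 97 genes higher and 40 lower by more than 2-fold, where the pseudocount shrinks the change of low genes. glmTreat, which asks for a change above 2-fold and not above 0, called 14 and 1. The authors' probability over 0.8 gave 96 and 44, of which 61 and 18 were called here with a change of more than 2-fold. Of the other 35 and 26 genes, the filter on low counts had removed 19 and 16. The remaining 16 and 10 were tested and not called with a change of more than 2-fold. A further 197 and 88 genes were called here by more than 2-fold and not at that probability. The cause of these differences was not tested.

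Leaving out 1 library in turn gave from 102 to 1307 genes higher, from 42 to 1102 lower, from 89 to 334 higher by more than 2-fold and from 26 to 210 lower by more than 2-fold across the 6 fits. The highest of each came without U87MG-LMO2 replicate 3, although that fit had fewer samples, and its calls included 1189 of the 1203 genes. The called genes of the fixed panel ranged from 0 to 2, those of the genes picked by the study from 2 to 8, and the called comparison lists from 3 to 5. Fewer samples lower the calls by construction, and why they rose without U87MG-LMO2 replicate 3 is a question whose cause was not tested.

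After the GC-content correction, 750 of the 1203 called genes were still called, and 1 gene of the fixed panel was called, because IL6ST was no longer past the threshold. With damaged genes at 0, 1055 genes were called, all of them among the 1203, and 82 of the 90 damaged genes tested were lower, by construction. camera with an estimated correlation called 0 of the 5 comparison lists and fry called 1; both allow for more correlation between the genes. fgsea, which does not, called 3.

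Several results near 0 changed sign. The log2 fold change of LDB1 was -0.050 with either FPKM pseudocount and -0.17 after the GC-content correction, which made that of JAK1 0.011. Across the 6 fits that each left out a library, LDB1 ranged from -0.13 (without U87MG-LMO2 replicate 3) to 0.14, MYC from -0.11 to 0.12 (without U87MG-LMO2 replicate 1) and NES from -0.13 to 0.026 (without U87MG-control replicate 1). The STAT3 target list turned lower without U87MG-LMO2 replicate 3 (adjusted p 0.562), as did the IL6-JAK-STAT3 list (0.562), which also turned lower without U87MG-control replicate 3 (0.938). Leaving out a library moved the adjusted p of the lists from 0.119 to 0.938 and from 0.197 to 0.938. None of these genes and neither STAT3 list passed the threshold in these fits. The proliferation list, not called in the test of all 6 libraries, reversed past the threshold: it was lower without U87MG-LMO2 replicate 1 (adjusted p 0.0261) and replicate 2 (0.0104), and higher without U87MG-LMO2 replicate 3 (0.0225). The hypoxia list kept its direction and was called lower without U87MG-control replicate 2 (adjusted p 0.0185) and replicate 3 (0.0395). It was also called lower without U87MG-LMO2 replicate 3 (0.00994), and was not called in the other fits that left out a library. The cause was not tested for either list.

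The depth limits the genes near the floor. RIMBP3, DLX5 and LOC100132287 had 0 counts in every control, so only bounds on their folds can be given.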

Other observations

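The list tests after the GC-content correction and the splits of the lists were set before their results were seen. So was the GC-content check of U87MG-LMO2 replicate 3. The fits of ID1 and of the BMP-SMAD list without U87MG-control replicate 1 were among the alternatives set before the data were examined. The YAP-TEAD test with an estimated correlation and the cutoffs of the authors' probability were also among them. The other tests were chosen only after the result was seen. For U87MG-control replicate 1, a GC-content check against random lists was set before its result was seen and proved void, and the check given here replaced it afterwards.

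The number of genes higher by more than 2-fold was 258. That is higher than the value quoted from the study above. In the authors' deposited table, 231 genes were higher by more than 2-fold at a probability over 0.7, so the quoted value does not follow from these cutoffs alone.

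Other splits of the 6 libraries into 3 and 3 were tested. Of the 10 splits, 1, the labelled one, gave as many genes higher, lower, higher by more than 2-fold and lower by more than 2-fold, as many called genes in either panel and as large a change of LMO2. The other 9 splits called 0 genes, with 111 to 625 genes at an unadjusted p under 0.05. Each of them put libraries of both groups on each side, which kept part of the group difference and widened the spread within each side. Their lack of gene calls and their list results are therefore not those of libraries without a group difference. With 10 splits the share cannot fall below 0.1, so chance cannot be told apart from the groups by this count alone. The lists behaved otherwise: 6 of the 10 splits called as many comparison lists, 8 of 10 gave as small a camera p for the STAT3 target list and 7 of 10 for the IL6-JAK-STAT3 list. The lowest p of the STAT3 target list, 7.06e-08, came from a split that mixed the groups. As small a p came from 2 of 10 splits for BMP-SMAD, 3 of 10 for interferon and 1 of 10 for YAP-TEAD. For YAP-TEAD the labelled split also gave the lowest p with an estimated correlation, 0.0231, which was 0.162 after adjustment over the 7 lists.

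GC content and gene length were weighed as causes of the calls. Fold changes correlated with GC content over genes (r = 0.34; genes are not independent replicates). A GC trend as the whole cause is argued against, since 750 of the 1203 called genes were still called after the correction, but it may account for the other calls. For gene length, 1135 were still called. The rise of SOCS3 was 0.65 after the GC correction (adjusted p 0.0107), which argues against the trend as its whole cause. For IL6ST the log2 fold change was -0.49 (SE 0.16, adjusted p 0.103; range over alternatives 1.25e-04 to 0.103), so its fall and a GC trend cannot be told apart, since the correction kept its direction and removed its call.

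U87MG-control replicate 1 was low for BMP-SMAD genes and high for hypoxia genes. Its median log2 difference from the mean of the other 2 controls was -0.81 for the BMP-SMAD list and 0.66 for the hypoxia list. The same difference was 0.34 and 0.36 for BMP-SMAD and -0.33 and -0.24 for hypoxia in replicates 2 and 3, whose means of the others include replicate 1. All 3 controls lay outside all 10000 random lists matched on expression, so that comparison does not single out replicate 1. After the GC-content correction the difference was -0.87 for BMP-SMAD (SE 0.29 over 17 genes) and 0.56 for hypoxia (SE 0.12 over 29 genes; genes of a list are not independent), which argues against that trend as the whole cause. Its LMO2 level of 0.607 CPM argues against a mislabelled library. A candidate explanation is a denser or less oxygenated culture, which was not tested. This library did not make the whole rise of ID1, which was 0.67 (SE 0.18) without it, with an unadjusted edgeR p of 0.00676 and an adjusted p of 0.118. Nor did it make the shift of the BMP-SMAD list, whose camera p was 2.92e-06 without it, nor did the GC trend (7.13e-06). The same correction left YAP-TEAD at 4.03e-04 and interferon at 0.00203. These p values rest on the preset correlation, with which camera also called lists in splits that mixed the groups and kept part of their difference.

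U87MG-LMO2 replicate 3 stood apart from replicates 1 and 2. Its deviations correlated with GC content over genes (r = 0.35), but the trend explained 12.04% of their variance, which argues against it as the whole cause. Its LMO2 level of 877.9 CPM argues against a mislabelled library. A response that differs at higher LMO2 may be the reason, and so may a difference in culture; with 1 such library neither was tested.

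The fall of heat shock genes was noticed from HSPA1A and HSPA6. The summed counts of the near-identical HSPA1A and HSPA1B had a log2 fold change of -1.70 (SE 0.20), but HSPA1A made up 1.12% of the sum in the controls. The fall of HSPA1A and reads shared with HSPA1B therefore cannot be told apart, since the sum repeats HSPA1B. A list of 12 other heat shock genes, written after that, had a median of -0.87 with 6 called lower and none higher. Its camera p was 3.86e-09 with the preset and 0.0421 with an estimated correlation, and 2.44e-10 after the GC-content correction, and 1 of 10 splits gave as small a p. HSPA1B is on that list. A hypothesis is a weaker stress response in U87MG-LMO2, which may also reflect handling of the cultures.

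A list of 21 tested TGF-beta and matrix genes, written after COL1A1 and ELN were seen to rise, had a median of 0.67, with 9 called higher and 1 lower. Its camera p was 5.33e-08 with the preset and 0.00645 with an estimated correlation, and 6.32e-08 after the GC-content correction, and 1 of 10 splits gave as small a p. The hypothesis of a raised TGF-beta or matrix programme was found and tested on the same libraries, and a culture difference between the groups stays open.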
